# Genome-Wide Ultrabithorax Binding Analysis Reveals Highly Targeted Genomic Loci at Developmental Regulators and a Potential Connection to Polycomb-Mediated Regulation

**DOI:** 10.1371/journal.pone.0161997

**Published:** 2016-08-30

**Authors:** Daria Shlyueva, Antonio C. A. Meireles-Filho, Michaela Pagani, Alexander Stark

## Abstract

Hox homeodomain transcription factors are key regulators of animal development. They specify the identity of segments along the anterior-posterior body axis in metazoans by controlling the expression of diverse downstream targets, including transcription factors and signaling pathway components. The *Drosophila melanogaster* Hox factor Ultrabithorax (Ubx) directs the development of thoracic and abdominal segments and appendages, and loss of Ubx function can lead for example to the transformation of third thoracic segment appendages (e.g. halters) into second thoracic segment appendages (e.g. wings), resulting in a characteristic four-wing phenotype. Here we present a *Drosophila melanogaster* strain with a V5-epitope tagged Ubx allele, which we employed to obtain a high quality genome-wide map of Ubx binding sites using ChIP-seq. We confirm the sensitivity of the V5 ChIP-seq by recovering 7/8 of well-studied Ubx-dependent *cis*-regulatory regions. Moreover, we show that Ubx binding is predictive of enhancer activity as suggested by comparison with a genome-scale resource of *in vivo* tested enhancer candidates. We observed densely clustered Ubx binding sites at 12 extended genomic loci that included ANTP-C, BX-C, Polycomb complex genes, and other regulators and the clustered binding sites were frequently active enhancers. Furthermore, Ubx binding was detected at known Polycomb response elements (PREs) and was associated with significant enrichments of Pc and Pho ChIP signals in contrast to binding sites of other developmental TFs. Together, our results show that Ubx targets developmental regulators via strongly clustered binding sites and allow us to hypothesize that regulation by Ubx might involve Polycomb group proteins to maintain specific regulatory states in cooperative or mutually exclusive fashion, an attractive model that combines two groups of proteins with prominent gene regulatory roles during animal development.

## Introduction

One of the most fascinating aspects of developmental gene regulation is the specification of animal body segment identity by homeobox domain containing transcription factors (TFs), including homeotic Hox factors. In many animals, Hox factors are arranged linearly in one or more genomic clusters and their sequential order along the genome sequence typically reflects their expression domain along the animals’ anterior-posterior axes. Their role in specifying segment identity has been revealed genetically by mutations in Hox factors that lead to homeotic transformations [1,2]. For example, in *Drosophila melanogaster*, dominant mutations in the Antennapedia (Antp) locus lead to transformations of antennae to legs [3], recessive loss-of-function mutations in Antp transform the second leg into antenna [4], and Ultrabithorax (Ubx) mutations transform the balancing organs halteres into a second pair of wings [5,6].

Such prominent phenotypes made the study of Hox factors and their regulatory targets important and attractive. Genetics established that Hox factors exhibit “posterior prevalence”, a regulatory hierarchy in which more posterior Hox genes repress more anterior ones and are dominant in specifying segment identity [2,7]. A few direct targets and their regulatory elements have been identified and studied in detail [2,8,9] and microarray analyses after ubiquitous overexpression or misexpression of Hox factors have revealed putative regulatory targets genome-wide [10,11]. Since extensive cross-regulation complicated the interpretation of gain- and loss-of-function studies, the binding site locations of Ubx and Dfd have been determined in *Drosophila* embryos and dissected imaginal discs by chromatin immunoprecipitation followed by microarray hybridization (ChIP-chip) [12–14] or by next-generation sequencing (ChIP-seq) [15]. These approaches were either based on antibodies against Ubx and Dfd [13–15] or made use of a protein trap line that contained a YFP insertion in the endogenous Ubx locus [12]. In this line, YFP appeared to recapitulate Ubx expression and flies homozygous or hemizygous for the Ubx-YFP allele were reported to exhibit reduced viability but only weak morphological phenotypes, which suggested that Ubx function was substantially normal [12].

The studies focused on the binding of Ubx in different tissues and/or analyzed the DNA sequence motifs, putative partner TFs, and chromatin features that are involved in the targeting of Ubx or Dfd to their binding sites [12,13,15]. The authors reported Ubx target gene networks, which for example confirmed that Ubx appeared to regulate several signaling pathways and dissected the *cis*-regulatory motif requirements and partner TFs involved in Ubx and Dfd binding and enhancer function.

Here we determine the location of Ubx binding sites in the entire genome of *D*. *melanogaster* embryos using ChIP-seq with antibodies against the heterologous V5 peptide and a *Drosophila melanogaster* strain in which we V5-epitope tagged the endogenous *Ultrabithorax* (*Ubx*) gene using homologous recombination. This revealed specific binding sites with high signal-to-noise ratios, which recovered 7 out of 8 known Ubx-dependent enhancers and were highly predictive of *in vivo* enhancer activity. Given the quality of the individual Ubx binding sites, we analyzed their genomic locations in detail and found that the established regulation of other Hox genes by Ubx is direct and mediated via many individual Ubx binding sites. Ubx also binds in close proximity of many Polycomb complex genes and to known Polycomb response elements (PREs) and Ubx binding sites show significant enrichment of Polycomb and Pleiohomeotic binding genome-wide, which we speculate could reflect a role of Hox genes in directing or antagonizing Polycomb-mediated developmental gene silencing.

## Results

### Tagging of the endogenous Ubx locus by homologous recombination

To study Ubx binding throughout *Drosophila* embryogenesis, we first established a *Drosophila melanogaster* strain in which we tagged the endogenous *Ultrabithorax* (*Ubx*) gene with a V5 peptide using homologous recombination (Fig 1A). This strain, which is homozygous for the tagged Ubx allele (see below), should allow for ChIP with high sensitivity and specificity, independently of antibodies against the Ubx protein itself and without altering endogenous Ubx function. We chose to target the C-terminus that is shared between all known transcript isoforms and appears to allow the addition of peptide tags without impacting Ubx function [16].

**Fig 1:**
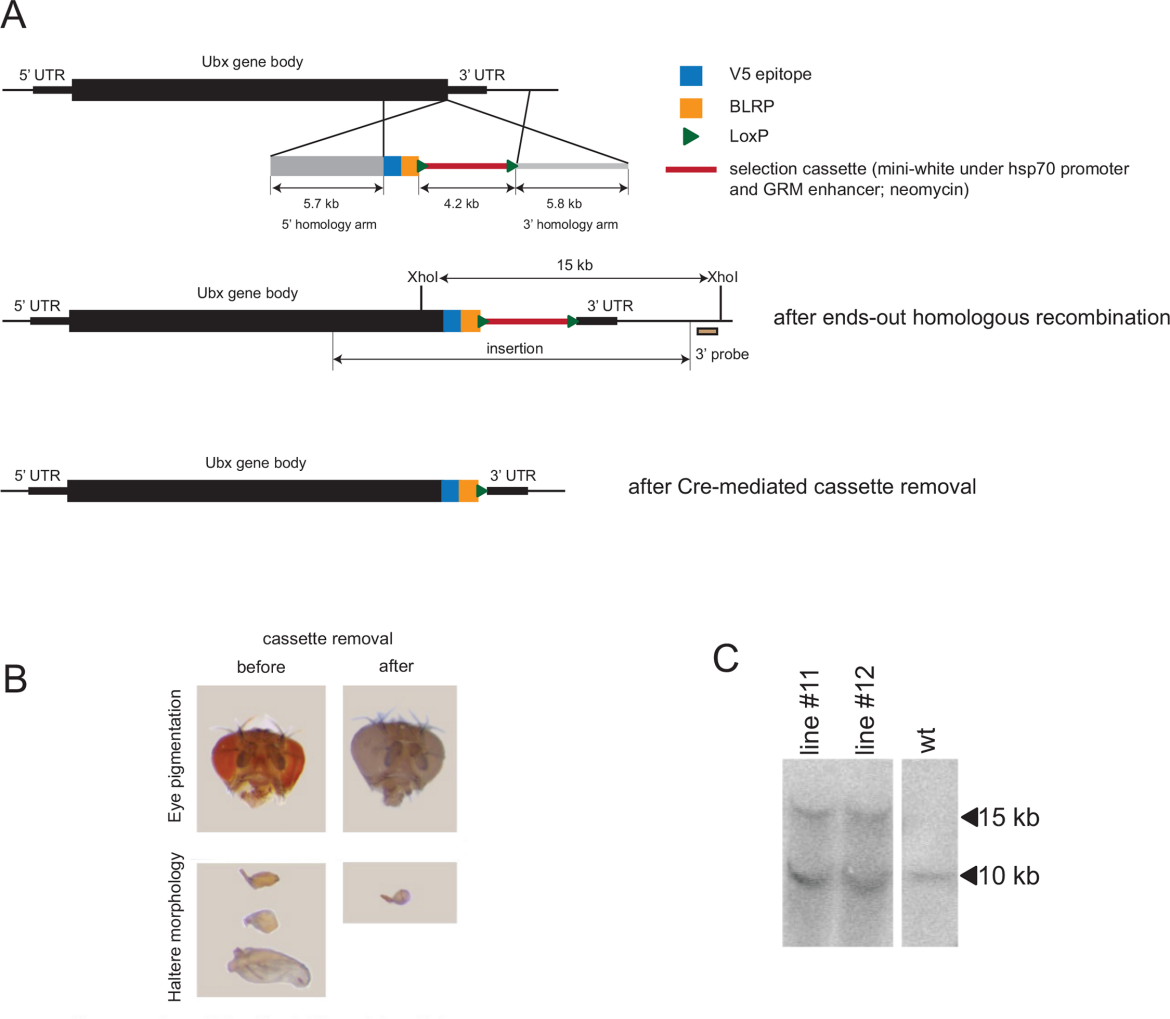
Creation of an epitope-tagged Ubx allele by homologous recombination. (A) Design of the targeting construct (top), the integration to the endogenous Ubx locus and the location of the probe for Southern blotting (middle) and the locus after the cassette removal (bottom). (B) The eye color and haltere morphology for candidate flies before (left) and after cassette removal (white-eyed fly) (right). (C) Southern blot confirming the correct integration for two independently recombined *Drosophila* lines #11 and #12 (heterozygous for the insert). w^1118^ flies were used as a control.

We first inserted the peptide tag and a selection cassette that was flanked by loxP sites using end-out homologous recombination [17–19] (Fig 1A and Materials and Methods). We selected flies that contained the targeting construct based on eye-color, which varied from dark red to orange, which might indicate various degrees of transcriptional repression of the selection marker in the flies’ eyes (Fig 1B). Interestingly, flies with orange eyes also had changes the morphology of their halteres, including increases in size and transformations to wings (Fig 1B), i.e. homeotic transformation characteristic for *Ubx* loss-of-function alleles [5,6]. This suggested that the cassette was integrated correctly into the Ubx locus, which we confirmed by Southern blot analysis (Fig 1C). Importantly, the haltere phenotype was reversed when we removed the selection cassette (Fig 1B) and flies heterozygous or homozygous for the tagged allele both had wildtype haltere morphology, suggesting that the peptide-tag–in contrast to the entire selection cassette–does not interfere with Ubx function. Taken together, we successfully tagged the 3’ end of *Ubx* and the tagged TF was functional as indicated by the wildtype phenotype in homozygous knock-in flies.

### Characterization of genome-wide Ubx binding in Drosophila embryos

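ChIP-seq was performed on embryos collected between 0 and 16 hpf from the homozygous Ubx-V5 strain and from the non-tagged strain (mock). V5 is a short peptide epitope fused to the C-terminus of Ubx, so that the same antibody precipitates Ubx-bound chromatin in the tagged strain and has no intended target in mock. Chromatin from about 1 g of embryos was sheared to fragments of about 500 bp, and a part of it was used for each precipitation. The antibody incubation took 2 h, and 3 ng of DNA went into the library. The series holds 8 samples, namely ChIP and input from 2 replicate embryo collections of each strain, and the files analysed here hold a peak list for each of the 4 ChIP samples. The authors mapped the reads to the dm3 assembly with bowtie and called peaks with peakzilla. Their lists were made separately for each sample, whereas the peaks described in the text of the paper come from merged replicates. Each list gives the position of a peak, its ChIP and control signal, their ratio (fold enrichment), a false discovery rate in percent and the peakzilla score. In every list the score equalled the difference between ChIP and control signal times a score for the distribution of reads, to within rounding. All peaks of a list had the same width, which was 432 bp in Ubx-V5 replicate 1, 328 bp in Ubx-V5 replicate 2 and 72 bp in both mock replicates. If the signals are summed over the peak, a threshold on the score may not be equally strict in lists of different width. The scale of the normalization is not stated. The lists give no read numbers, so the sequencing depth of the samples is unknown. The score thresholds of the paper (≥3 and ≥5) were applied to each list, and values are given per replicate and as mean ± SD of the 2 replicates.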

To determine Ubx binding sites genome-wide, we collected embryos of the homozygous tagged strain (0–16 hours post fertilization [hpf]) and performed ChIP-seq with an anti-V5 antibody. Two replicate ChIP-seq experiments from independent embryo collections showed strong and specific enrichments (peaks) and were highly similar with a Pearson correlation coefficient [PCC] 0.86 between the genome-wide read coverage of the two replicates, demonstrating the reproducibility of the approach. 

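The coverage tracks from which the PCC was computed are not in the files analysed here, so the replicates were compared by their peaks. Of the 5453 peaks with a score ≥3 in replicate 1, 2109 (38.7%) overlapped a peak with a score ≥3 in replicate 2 by at least 1 bp. In the other direction, 2205 of the 3182 peaks of replicate 2 (69.3%) overlapped such a peak of replicate 1. The mean of both directions was 54.0% ± 21.7 (SD, n = 2 directions). When the peaks were placed at uniform positions of their chromosome arms 1000 times, 2.80% overlapped on average and 3.51% at most (permutation p = 0.001, the smallest that 1000 placements can give). When any listed peak of the other replicate counted as a match, the mean rose to 79.2%, the largest change among the alternatives. The match depended on the score. Of the peaks with a score ≥10, 133 of 137 in replicate 1 (97.1%, 95% Wilson confidence interval 92.7 to 98.9) and 52 of 53 in replicate 2 (98.1%, 90.1 to 99.7) overlapped a listed peak of the other replicate. Between the scores 3 and 4 this fell to 64.0% in replicate 1 and 78.9% in replicate 2. Across the 2056 pairs of overlapping peaks with a score ≥3 in both replicates, the log2 scores had a Pearson r of 0.46 and a Spearman rho of 0.36 (permutation p = 1e-05 for each, the smallest that 100000 permutations can give). These correlations are across peaks, which are not independent replicates, and they leave out every peak under the threshold, unlike a correlation of coverage along the genome. The summits of the paired peaks lay 46 bp apart (median). From the similarity of the read coverage of both replicates, the paper concludes that the approach is reproducible.

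**Figure D1:**
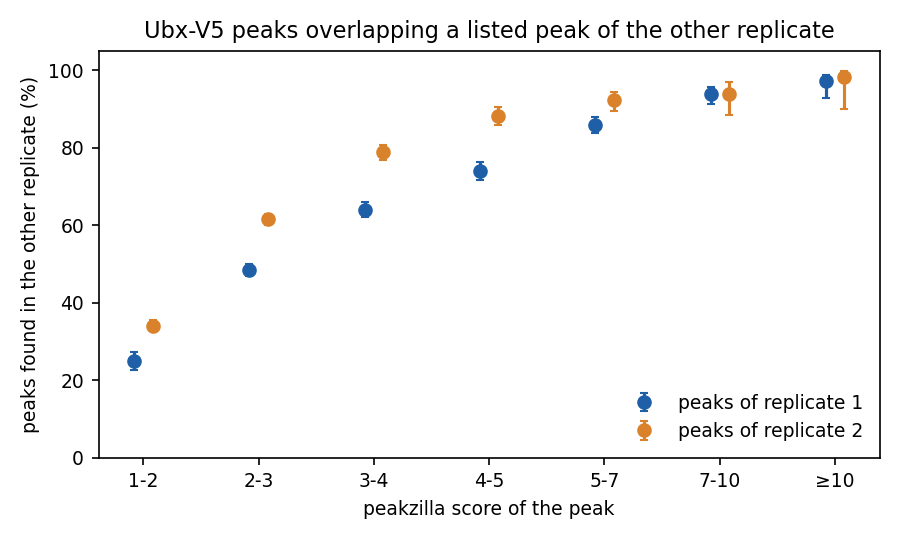
Percent of Ubx-V5 peaks that overlap a listed peak of the other replicate by at least 1 bp (y axis), by peakzilla score (x axis), for the peaks of replicate 1 (blue) and replicate 2 (orange), with 95% Wilson confidence intervals. The share rises from 25.0% and 34.1% for scores between 1 and 2 to 97.1% and 98.1% for scores ≥10.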

We merged both replicates and identified genomic regions that were significantly enriched for Ubx binding (‘peaks’) with peakzilla [20]. 

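In the peak lists of the separate replicates, Ubx-V5 replicate 1 had 5453 peaks with a score ≥3 among 10879 listed peaks, and replicate 2 had 3182 among 12044. The mean was 4317.5 ± 1605.8 peaks (SD, n = 2), against 0.5 ± 0.7 in mock (SD, n = 2). Strong peaks with a score ≥5 numbered 1759 and 649, on average 1204 ± 785 (SD, n = 2), against none in either mock sample. The difference of 4317 peaks with a score ≥3 had an exact permutation p of 0.333, the smallest that 2 samples against 2 allow, so that this design cannot reach 0.05. Replicate numbers 1 and 2 are shared by both strains in the sample labels. With the replicate block, the difference was again 4317 peaks, which the balanced design fixes, with an exact sign-flip p of 0.5, also the smallest possible. The block had the same p for the difference of 1204 strong peaks. In the number of listed peaks, the samples numbered 2 lay above the mean of their group in both strains, by 582.5 peaks in Ubx-V5 and 37.5 in mock. For peaks with a score ≥3 they did not deviate together, as Ubx-V5 replicate 1 lay 1135.5 above its mean and mock replicate 1 below its own. Ubx-V5 replicate 1 exceeded replicate 2 by 1.71 times at a score ≥3 and 2.71 times at a score ≥5. Leaving out either replicate gave a difference to mock between 3181 and 5453 peaks.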

We obtained 5282 peaks (peakzilla score ≥3), of which 1479 peaks were particularly strong with a score ≥5. To control for antibody-specificity and to obtain an estimate of the respective false-discovery rates for both score thresholds, we also performed the experiments with embryos from a non-tagged *D*. *melanogaster* strain (denoted hereafter as mock). 

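The list of mock replicate 1 held 19 peaks, none of which reached a score of 3, the highest score being 2.38. Mock replicate 2 had 94 listed peaks, of which 1 reached a score of 3 and none a score of 5. This peak lay on the heterochromatic scaffold 3RHet from 162274 to 162346 (dm3), with a score of 3.39 and a fold enrichment of 10.04. At the formula of the paper (mock peaks over Ubx-V5 peaks times 100), the 1 mock peak against 8635 Ubx-V5 peaks with a score ≥3 in both replicates gave an FDR of 0.0116%. Within the replicates the FDR was 0% and 0.0314% (SD 0.0222, n = 2), and the mean of these values (replicate block) was 0.0157%. At a score ≥5 the FDR was 0%, from no mock peak against 2408 Ubx-V5 peaks. Of the Ubx-V5 peaks, 2016 with a score ≥3 and 393 with a score ≥5 were found in both replicates, against no mock peak at either threshold. The alternative that moved the FDR most, chosen after seeing the data, scaled the mock scores from their peak width of 72 bp to the width of the Ubx-V5 peaks of the same replicate. All 113 mock peaks then passed a score of 3, which gave an FDR of 1.31%. No other outcome was possible, since the lowest mock score was 1 and scores were multiplied by 6 in replicate 1 and 4.56 in replicate 2. The 1.31% is thus an upper estimate. From the small number of mock peaks at both thresholds, the paper concludes that the anti-V5 antibody and the approach are specific.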

This yielded 5 peaks with a score ≥3 and no peak with a score ≥5, demonstrating the specificity of the anti-V5 antibody and our approach and suggesting that the false discovery rates (FDRs) for peaks identified with the two score thresholds were 0.10% and 0.07%, respectively.

The Ubx binding sites were predominantly located in introns (41.8%) or intergenic regions (30.9%) and substantially depleted in coding regions and 3’UTRs, as expected for transcription factor binding sites and transcriptional enhancers [21–24] (Fig 2A). 

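The lists carry no gene names, and no dm3 annotation came with them. Browser panels of Fig 2 were therefore placed on dm3 by matching the pattern of their drawn peak bars to the summits of the Ubx-V5 lists. This located 3 of the enhancers drawn as red bars, those of tsh, Antp-P2 and Ubx. Each of them overlapped at least 1 peak with a score ≥3 in both replicates and no listed mock peak. Because the panels were placed by summits of these same lists, such an overlap is not independent evidence of recovery. The mock lists are short (19 and 94 peaks), so the absence of a mock peak says little. The highest score of an overlapping peak was 9.72 in replicate 1 and 5.16 in replicate 2 at the tsh enhancer, 7.34 and 5.45 at the Ubx enhancer, and 4.43 and 3.78 at the Antp-P2 enhancer. In Fig 2F, 2G and 2H (T48, dpp and salm), the 4, 5 and 6 drawn bars fitted other places of the genome equally well, so that these enhancers were not located. The panel of beta-tub60D (Fig 2D) was not among those tried. The paper takes the recovery of known Ubx-dependent regions as evidence for the quality of the data.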

Importantly, the analysis recovered 7 out of 8 known Ubx-dependent *cis*-regulatory regions and binding sites near genes that loss- and gain-of-function studies suggested to be regulated by Ubx [10]. Moreover, *de novo* motif analysis of the Ubx-bound regions (score ≥5) revealed a motif resembling the previously identified canonical Hox motifs (S1 Fig). Among other motifs we observed GAGA and CA-rich motifs that were previously reported to be associated with enhancers in general [25,26].

**Fig 2:**
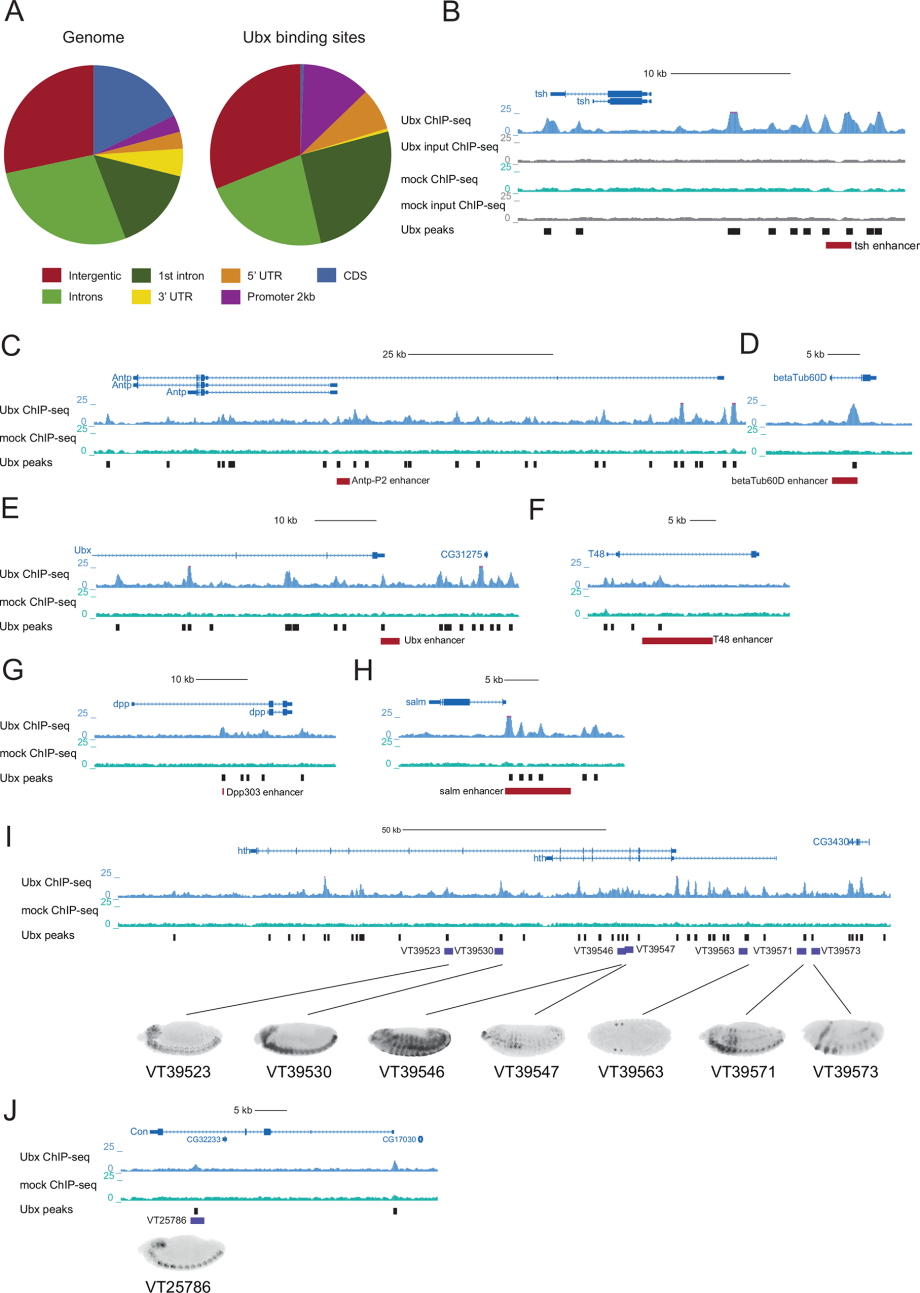
Genomic location of Ubx binding sites and recovery of known Ubx-dependent enhancers. (A) Genomic distribution of Ubx peaks (right) in comparison to the genome (left). (B-H) UCSC Genome Browser screenshots [83] of Ubx (blue), mock (green) ChIP-seq fragment density tracks and the Ubx peak calls at known Ubx-dependent enhancers (red bars) (see the main text for references). Panel (B) also contains the fragment density tracks for the two input samples (grey). (I) UCSC Genome Browser view of the *hth* locus and examples of Ubx-bound embryonic enhancers and their activity patterns [22]. (J) UCSC Genome Browser view of the *Con* locus and Ubx-bound embryonic enhancer [22]. Vienna tiles (VT) [22] are marked by slate blue boxes and their ID numbers are indicated.

The identified Ubx binding sites corroborate and provide putative molecular explanations for several long-standing observations, for example within Hox gene loci. Ubx binding to the promoter proximal part of *Antp*-P2 (Fig 2C) suggests that the proposed negative regulation by BX-C genes [27] could indeed be direct and mediated at least in part by Ubx. 

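The panel of Fig 2C was placed on 3R, where all 24 drawn peak bars met a summit, against 11 at the next best place. In this stretch from 2716147 to 2828580 (dm3), replicate 1 had 25 peaks with a score ≥3 and replicate 2 had 22, of which 11 and 9 reached a score of 5. The enhancer bar of Antp-P2 spanned 2758545 to 2760605. Its peak in replicate 1 had its summit at 2758648, with a score of 4.43 and a fold enrichment of 2.77. Replicate 2 had a peak at 2758580 with a score of 3.78 (fold enrichment 3.10) and another at 2759934 with a score of 3.10 (fold enrichment 2.61). None of these reached a score of 5, and no mock peak was listed there. The Antp gene as drawn (2723528 to 2824975) overlapped 23 peaks with a score ≥3 in replicate 1 and 19 in replicate 2, with the highest scores at 2817731 (14.39) and 2804444 (11.57), respectively. From the binding at the promoter-proximal part of Antp-P2, the paper proposes that the negative regulation by BX-C genes could be direct.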

Similarly, binding of Ubx to its own promoter (Fig 2E) suggests that Ubx directly regulates its own expression, consistent with previous evidence that the *Ubx* promoter is involved in regulation of *Ubx* expression in the visceral mesoderm [28] and that this sequence can be bound by homeodomain-containing proteins [28,29].

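At the promoter of Ubx, the 17 bars of Fig 2E all met summits on 3R, and the next best place matched 11. The drawn 5' end of Ubx fell at 12560467 (dm3) and the enhancer bar spanned 12559820 to 12562731. Both replicates had a strong peak there, with a summit at 12560085 and a score of 7.34 in replicate 1 and a summit at 12560145 and a score of 5.45 in replicate 2. The fold enrichment was 5.14 and 4.65, and the peaks ranked 531 and 470 by score among all listed peaks. Mock had no listed peak at this site. Over the whole panel (12513574 to 12582296), 19 peaks in replicate 1 and 12 in replicate 2 had a score ≥3, and 9 were found in both. From the binding at the promoter, together with earlier evidence, the paper proposes that Ubx regulates its own expression directly.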

The first published chromatin immunopurification with anti-Ubx antibody revealed two transcripts directly regulated by Ubx: *Transcript 48* (*T48*) and 35 (or *Connectin*, *Con*) [30]. We confirmed that Ubx binds to the *T48* enhancer not only *in vitro* [31] but also *in vivo* (Fig 2F). In contrast, we did not observe binding to a putative *Con* enhancer [32], and the respective DNA sequence indeed did not show any enhancer activity during embryogenesis [22]. Instead, we detected a Ubx binding site in a *Con* intron and the corresponding sequence was active in the embryonic ventral nervous cord and in brain lobes, recapitulating *Con* expression pattern in the nervous system [32] (Fig 2J). Similarly, while we did not detect binding at a putative *Dll* enhancer reported to be repressed by BX-C genes in abdominal segments [33], we observed Ubx binding sites more proximally to the *Dll* transcription starting site.

An intronic enhancer of *beta-tub60D* [34] was also bound by Ubx (Fig 2D), confirming the direct mode of regulation proposed previously based on *Ubx* gain- and loss-of-function experiments [34]. We also detected Ubx at well-characterized *tsh* (Fig 2A) and *dpp* enhancers (Fig 2G), which had been suggested to be positively regulated by Ubx based on DNaseI protection assays and enhancer assays of the wildtype enhancers and mutant variants [35,36].

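The tsh panel (Fig 2B) was placed on 2L from 21825644 to 21856978 (dm3). All 10 of its bars met a summit, and the next best place matched 8, which makes this the least certain of the placements used. The enhancer bar spanned 21851630 to 21853719. In replicate 1 it overlapped 2 peaks, with summits at 21853429 (score 9.72, fold enrichment 5.01) and 21851519 (score 8.76, fold enrichment 5.32). In replicate 2 it overlapped 2 peaks with a score ≥3, with summits at 21853636 (score 5.16, fold enrichment 6.21) and 21853132 (score 3.67, fold enrichment 4.01). Another 2 peaks of replicate 2, at 21851404 (score 7.95) and 21853919 (score 5.36), lay outside the bar but within 1 pixel of its edges, which is how precisely the edges are known. No mock peak was listed at the enhancer. Across the panel 12 and 14 peaks had a score ≥3, and 10 were found in both replicates. For dpp (Fig 2G), the 5 drawn bars fitted other places of the genome as well, so that its enhancer could not be located in the lists. The paper reports Ubx at the tsh and dpp enhancers, for which earlier work had proposed positive regulation by Ubx.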

In addition to the small number of regulatory regions proposed to be under direct control of Ubx, hundreds of transcripts have been reported to respond to Ubx misexpression [10]. 

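All 37 bars drawn at the hth locus (Fig 2I) met summits on 3R between 6301431 and 6492710 (dm3), and no other place matched more than 16. In this stretch, replicate 1 had 41 peaks with a score ≥3 and replicate 2 had 22, and 17 were found in both. The strong peaks with a score ≥5 numbered 19 and 9. Within the hth gene as drawn (6335719 to 6440298), replicate 1 had 24 peaks with a score ≥3 and replicate 2 had 12. The strongest of these had its summit at 6440227 in replicate 1 (score 13.40, fold enrichment 6.64) and at 6440245 in replicate 2 (score 10.14, fold enrichment 5.26). Another peak, at 6397056 and 6397059, had a score of 9.46 in each replicate. No mock peak was listed within the gene. The enhancer activities that the paper compares with these peaks are not in the files analysed here.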

For example, *hth* was shown to be under negative control of Ubx and abd-A [37] and we indeed detected a large number of Ubx peaks in *hth* locus, many of which (17 out of 26) were active enhancers during embryogenesis with activity patterns reminiscent of *hth* expression [22,38] (Fig 2I).

Finally, several Ubx binding sites in a 10 kb embryonic enhancer upstream of *spalt major (salm)* [39] suggests that Ubx might regulate *salm* not only in haltere imaginal discs [40] but potentially already at embryonic stages (Fig 2H).

Taken together, we obtained high quality Ubx ChIP-seq data that confirmed previous observations regarding Hox-dependent gene regulation and provided further molecular insights into direct binding and regulation by Ubx.

### Ubx binds predominantly to active enhancers and Ubx binding is predictive of enhancer activity

The binding of TFs detected by ChIP-based methods does not imply functionality and not all TF-bound regions correspond to active enhancers [41,42]. To test which proportion of Ubx binding sites coincide with active *cis*-regulatory elements, we used genome-scale resource of 7705 DNA fragments (Vienna tiles or VTs) tested in a reporter assay and imaged throughout *Drosophila* embryogenesis [22].

Of all 248 VTs that overlapped at least one Ubx summit (score ≥5), 192 (77.4%) were active, a 1.7-fold increase (hypergeometric p = 1.7x10^-24^) compared to all VTs of which 46.2% were active (3557 out of 7705) [22] (Fig 3A). The increase was even more prominent when examining the fraction of active VTs at each of the developmental stage intervals separately, which was on average 2.5 times higher for Ubx-bound VTs (Fig 3A). We observed a similar proportion of active VTs when Ubx peaks with score ≥3 were used (75.3%, 552 out of 733, which is again highly significantly different from all VTs [hypergeometric p = 7.8x10^-64^] but not from the ones with score ≥5 above [hypergeometric p = 0.20]).

**Fig 3:**
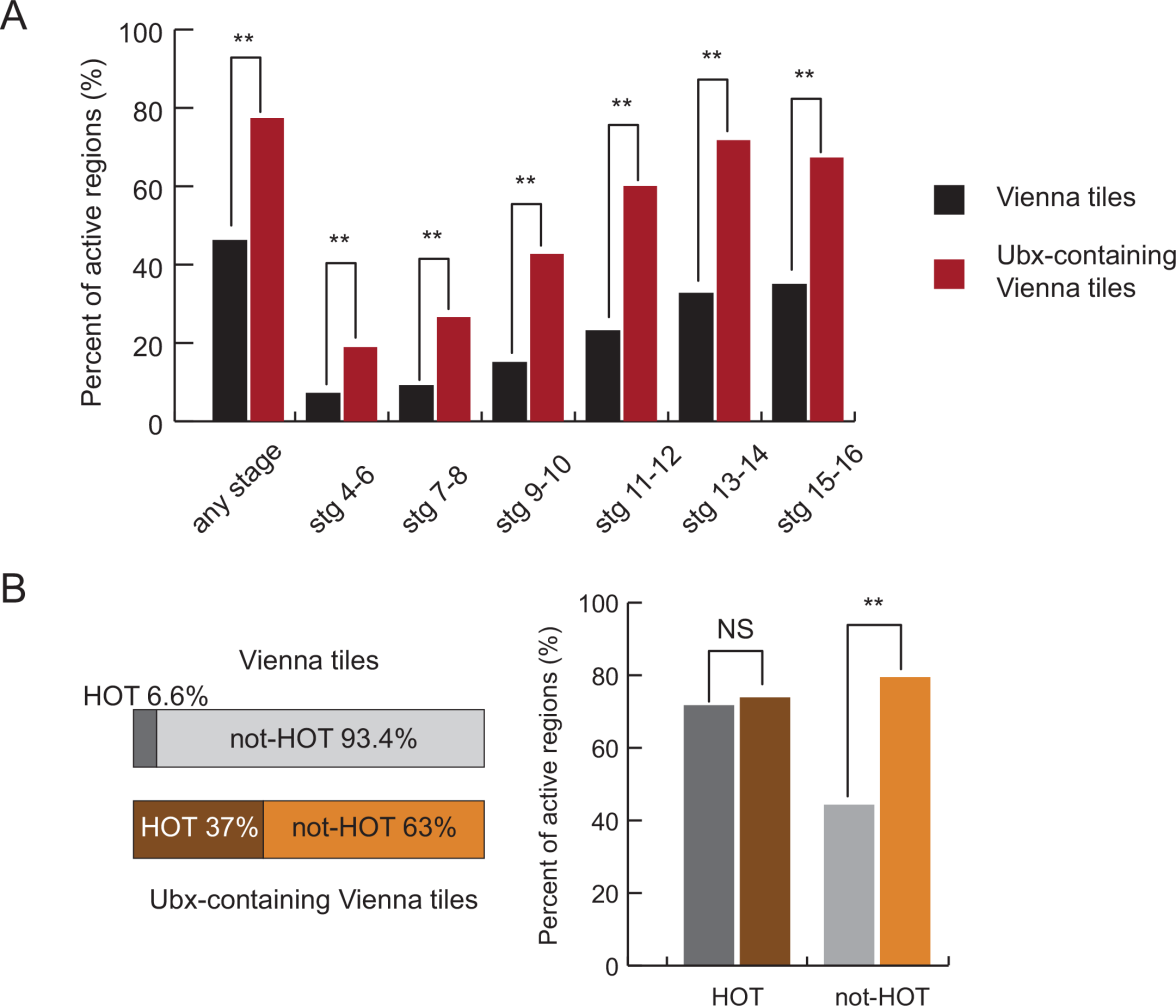
Ubx binds to active enhancers. (A) The bar plot shows the percentage of Vienna tiles (VTs) without or with Ubx binding sites (black and red bars, respectively) that is active at any stage of embryogenesis (left) or at the indicated embryonic stages. Hypergeometric p-value: **P<10^−10^. (B) The left panel shows the fraction of all VTs (top) and the fraction of Ubx-bound VTs (bottom) that overlaps HOT regions (dark shading). The bar plot on the right shows the percentage of active tiles for the four subsets of VTs defined on the left panel. NS–not significant. Hypergeometric p-value: **P<10^−19^.

It was recently shown that TF binding detected by ChIP had a tendency to accumulate at specific genomic regions, termed HOT regions (highly occupied targets) [14,41]. Interestingly, such regions were shown to function as transcriptional enhancers in *Drosophila*, but the functional contribution of each bound TF remained unclear as the HOT regions’ activity patterns did not always coincide or were consistent with the bound TFs’ expression patterns [41]. Our observation that Ubx binding was predictive of enhancer activity was also true when we analyzed the 63% VTs that contained Ubx binding sites but no HOT regions separately (Fig 3B): 79% of Ubx-bound VTs that did not contain any HOT region were active compared to only 44% of all such VTs. The difference was much less pronounced for Ubx-bound VTs that also contained HOT regions (Fig 3B), as HOT regions are frequently active more generally [41].

### Multiple Ubx binding sites in Hox gene loci

One of the prominent features of Hox factors is their extensive cross-regulation [7,8,43]. For example, Ubx was shown to regulate its own transcription [28] and that of *Antp* [27]. We therefore first analyzed Ubx binding sites within the ANTP-C and BX-C loci. 

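The ANTP-C interval was taken as the 350 kb with the most peaks of both replicates together between 2.4 and 3.0 Mb of 3R, which ran from 2586925 to 2936925 (dm3). The Antp gene as drawn in Fig 2C (2723528 to 2824975) lies well inside this interval and not at its edge. The interval therefore differs from the paper's, which runs between lab and Antp, and its counts are not those of the same stretch. It held 54 peaks with a score ≥3 in replicate 1 and 52 in replicate 2, on average 53 ± 1.4 (SD, n = 2). Of these, 31 and 23 had a score ≥5, on average 27 ± 5.7 (SD, n = 2). Over the chromosome arms, replicate 1 had 4.59 peaks with a score ≥3 per 100 kb and replicate 2 had 2.67, on average 3.63 ± 1.36 (SD, n = 2). The interval was thus enriched 3.36 times in replicate 1 (exact Poisson p = 8.2e-14) and 5.56 times in replicate 2 (exact Poisson p = 3.9e-22), on average 4.46 ± 1.56 (SD, n = 2). Strong peaks were enriched 5.98 times (exact Poisson p = 1.1e-14) and 12.05 times (exact Poisson p = 1.8e-17). Each p is an upper tail of the peaks of a single replicate, not a test across replicates. It takes peaks as independent, and because the densest interval was chosen it overstates the enrichment. The lowest number among the alternatives, 37 peaks with a score ≥3, came from counting only peaks found in both replicates. Of these, 19 had a score ≥5 in both. The density over the arms was then also lower, at 1.70 per 100 kb, so that the enrichment was 6.24 times. From such an excess over the genome-wide average, the paper concludes that Ubx binding sites are enriched in ANTP-C.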

Interestingly, the 350kb ANTP-C between *lab* and *Antp* contained 50 Ubx binding sites with scores ≥3, of which 22 had high enrichment scores ≥5, a substantial enrichment compared to the 3 binding sites we observed per 100kb window on average (4.8-fold; Poisson P-value P = 1.8x10^-18^). Furthermore, the 340kb BX-C locus between *Ubx* and *abd-B* contained 73 binding sites, 43 of which were strong (Fig 4A). 

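The BX-C interval of 340 kb was measured from the stop codon of Ubx, between the homology arms, toward Abd-B and ran from 12484494 to 12824494 on 3R (dm3). It held 80 peaks with a score ≥3 in replicate 1 and 59 in replicate 2, on average 69.5 ± 14.8 (SD, n = 2). Strong peaks with a score ≥5 numbered 45 and 22, on average 33.5 ± 16.3 (SD, n = 2), so that the replicates differed more in the strong peaks than in all peaks. Compared to the mean of each replicate over the chromosome arms, peaks with a score ≥3 were enriched 5.13 times in replicate 1 (exact Poisson p = 8.1e-31) and 6.50 times in replicate 2 (exact Poisson p = 3.3e-28). For strong peaks the enrichment was 8.94 times (exact Poisson p = 2.4e-27) and 11.86 times (exact Poisson p = 1.2e-16). These p-values treat the peaks of a replicate as independent and do not test variation between replicates. Counting only peaks found in both replicates changed the numbers most, to 48 peaks with a score ≥3 and 17 with a score ≥5. As a check on the interval, the 46 bars drawn in Fig 4A were matched to the lists and all of them met a summit on 3R between 12163471 and 13227844, against 16 at the next best place.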

Importantly, only 30% and 19% of the Ubx binding sites in ANTP-C and BX-C, respectively, coincided with highly occupied target (HOT) regions [14,41], suggesting that the observed enrichment was specific to Ubx and neither due to cross-linking artifacts [44–46] nor shared by many other TFs.

**Fig 4:**
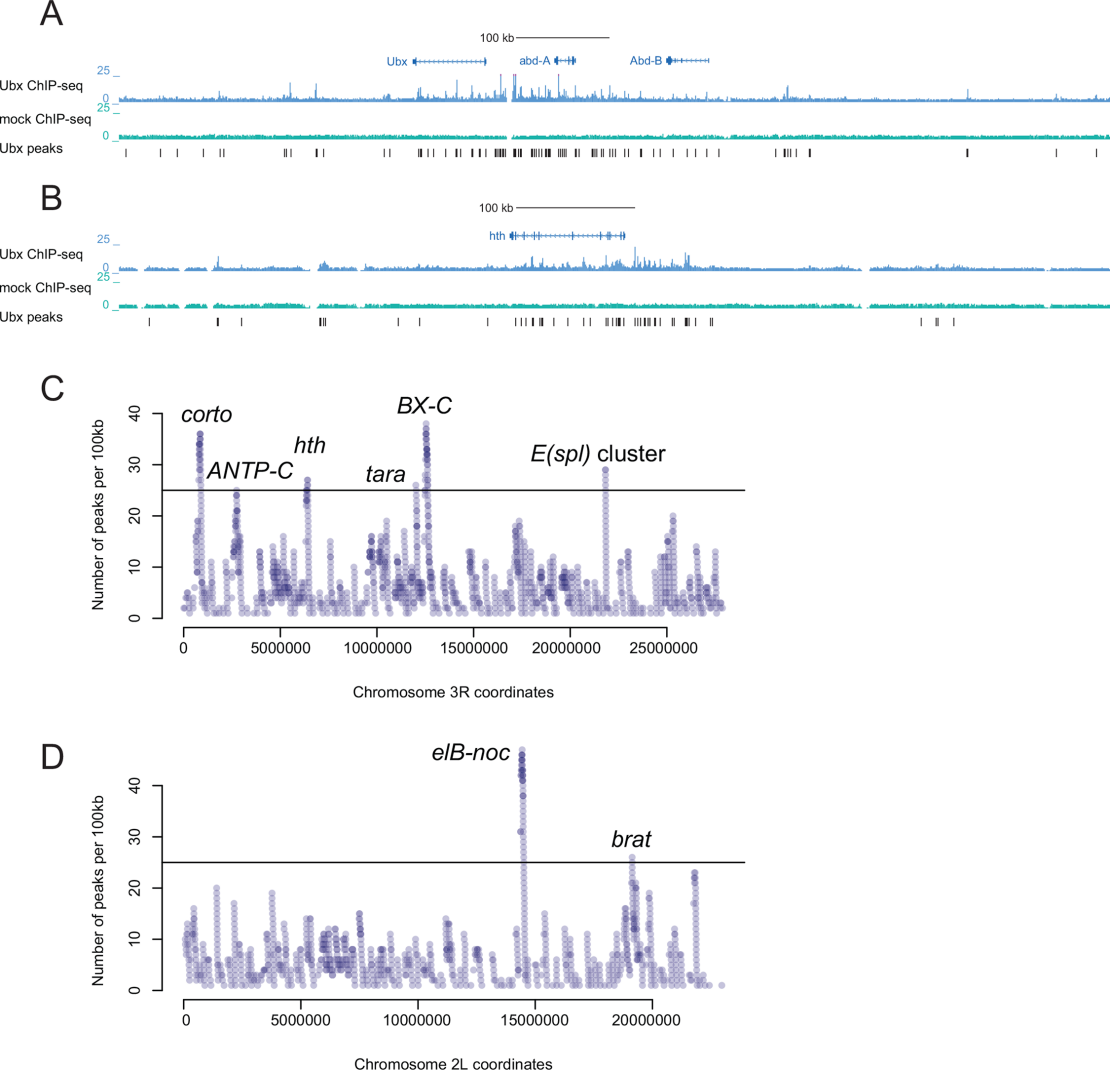
Clustered Ubx binding sites at the genomic loci of important developmental regulators. (A, B) UCSC Genome Browser screenshots at BX-C and *hth* gene loci show ChIP-seq fragment density tracks and Ubx peak calls, revealing many clustered binding sites. (C, D) The number of Ubx peaks per 100 kb on chromosomes 3R and 2L (each 100 kb window starts at a Ubx peak, covering all possible windows that contain at least one Ubx peak). The plots for chromosomes 2R, 3L, X and 4 are in S1 Fig Representative genes for all windows containing ≥25 Ubx peaks are labeled.

### Clustered Ubx binding sites at highly targeted genomic loci (HTGLs) around developmental regulators and genes related to the Polycomb complex (Pc)

To systematically determine genomic regions that contain clustered Ubx binding sites, we counted the number of peaks in 100 kb windows genome-wide (Fig 4C and 4D, S1 Fig). 

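Windows of 100 kb starting at each peak were counted in the list of each replicate, and overlapping windows with 25 or more peaks (score ≥3) were merged into 1 locus. Replicate 1 had 19 such loci, of which 6 lay on 2L, 4 on 2R, 4 on 3L and 5 on 3R. Replicate 2 had 3 loci, 1 each on 2L, 2R and 3R, and all 3 overlapped loci of replicate 1. The mean was 11 ± 11.3 loci (SD, n = 2), so that the number of loci varied between replicates as much as its mean. No locus lay on X or 4 in either replicate. The densest window held 57 peaks in replicate 1 and 38 in replicate 2, both on 2L. In 1000 placements of the same number of peaks at uniform positions of the arms, no window reached 25 peaks in either replicate, and the densest held 20 and 17 (permutation p = 0.001 for each replicate, the smallest that 1000 placements can give). The loci of replicate 1 held 695 peaks, or 12.7% of its peaks with a score ≥3, and those of replicate 2 held 136, or 4.27%. When the 5282 highest-scoring peaks of each replicate were used, 15 and 12 loci resulted, with 5 and 6 of them on 3R. Counting strong peaks with a threshold of 7 per window moved the mean number of loci furthest, to 42.

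**Figure D2:**
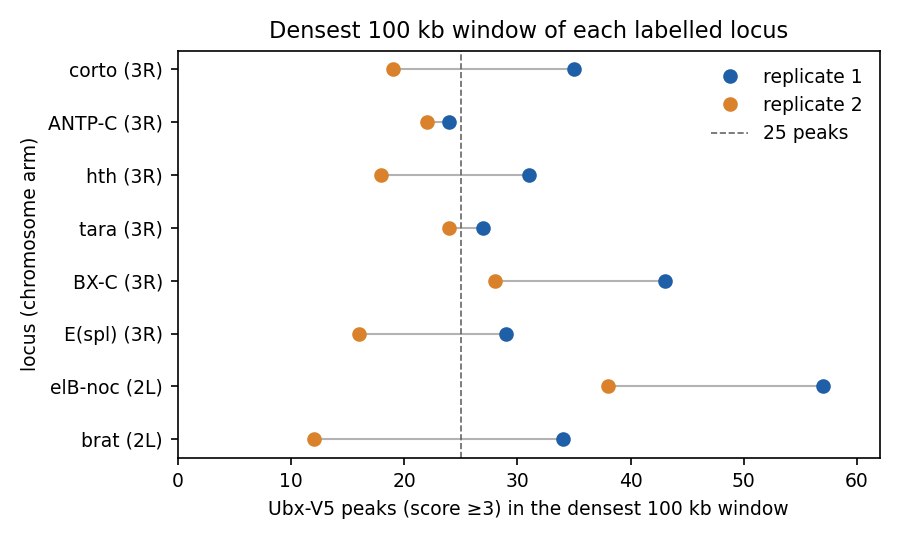
Number of Ubx-V5 peaks with a score ≥3 in the densest 100 kb window (x axis) of the loci labelled in Fig 4C and 4D (y axis), for replicate 1 (blue) and replicate 2 (orange), with 25 peaks as a dashed line. BX-C and elB-noc pass the line in both replicates, ANTP-C with 24 and 22 peaks in neither, and the other loci in replicate 1 only.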

This revealed two non-overlapping 100 kb windows with 25 Ubx binding sites (score ≥3) or more on chromosome 2L, one on chromosome 2R, and three and six on chromosomes 3L and 3R, respectively (Fig 4C and 4D, S1 Fig).

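On 2L, the locus with the most peaks ran from 14374332 to 14617332 (dm3) in replicate 1 and from 14374290 to 14596748 in replicate 2, at the position labelled elB-noc in Fig 4D. Its densest 100 kb held 57 and 38 peaks with a score ≥3, on average 47.5 ± 13.4 (SD, n = 2), and its full extent held 82 and 61. At the position labelled brat, replicate 1 had 34 peaks between 19135188 and 19235188. In replicate 2 the densest 100 kb of the 500 kb stretch searched there held 12 peaks and lay elsewhere, from 18906585. The mean for brat was 23 ± 15.6 peaks (SD, n = 2), so that the number of peaks was not stable between replicates. With only peaks found in both replicates, 27 remained at elB-noc and 10 at brat. Replicate 1 had 4 further loci on 2L, with 25 to 27 peaks in their densest 100 kb. Among them, the locus from 19297117 to 19405344 lies next to that of brat, and the locus from 21785194 to 21928295 includes the tsh panel of Fig 2B. The paper takes the windows on 2L as prominent clusters of Ubx binding sites at elB-noc and brat.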

The two windows with prominent Ubx binding site clusters on chromosome 2L overlapped the gene loci of *elB-noc* and *brat* (Fig 4D). *elB* and *noc* were suggested to play a role in cell proliferation [47] and necessary for the appendage formation [48]. *Brat* is known to regulate post-transcriptional gene expression [49,50] and its mutations caused defects in abdominal segments [50]. 

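The clusters on 2R and 3L could not be assigned to genes, since their panels are not among the figures at hand and the lists carry no gene names. On 2R, the locus from 9370472 to 9548416 in replicate 1 (27 peaks in its densest 100 kb) and from 9370737 to 9547657 in replicate 2 (32 peaks) was the only locus present in both replicates. It contained the peak with the highest score in replicate 2, at 9472066, with a score of 25.70 and a fold enrichment of 17.06, and its counterpart at 9472014 in replicate 1 had a score of 15.99. Replicate 1 had 3 further loci on 2R, with 25, 25 and 28 peaks in their densest 100 kb. On 3L, the 4 loci of replicate 1 began at 10762678, 11284522, 15168452 and 18178794, with 27, 36, 26 and 28 peaks in their densest 100 kb. Replicate 2 had 8 to 12 peaks in the densest 100 kb around the same places and therefore no locus on 3L. With the 5282 highest-scoring peaks of each replicate, there were 4 loci on 3L in replicate 1 and 1 in replicate 2.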

The Ubx binding site cluster on chromosome 2R spanned the *sbb* and *tango8* locus, and the clusters on 3L are near the apoptotic genes *scyl* and *chrb* and *W*, *grim* and *rpr*. *Scyl* and *chrb* were previously shown to be de-repressed in *Ubx*, *abd-A* and *Abd-B* mutant flies [51] (S1 Fig). Apoptosis is necessary for the maintenance of segments boundaries, and Ubx–similarly to Dfd and Abd-B [52]–might be linked to its regulation. The third Ubx-rich cluster on chromosome 3L contained *tonalli* (*tna*), a Trithorax group gene that was identified together with *taranis (tara)* (see below) and mutations of which induced homeotic transformations [53]. Besides clustered Ubx binding sites in BX-C, chromosome 3R contained multiple Ubx binding at the *hth* locus (Fig 4B). 

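At the position of hth on 3R, replicate 1 had a locus from 6345267 to 6524390 (dm3) with 31 peaks in its densest 100 kb. In replicate 2 the densest 100 kb, from 6416080, held 18 peaks and stayed under 25. The mean was 24.5 ± 9.2 peaks (SD, n = 2), and 14 remained when only peaks found in both replicates were counted. Against the mean density of each replicate, 31 and 18 peaks were more than chance gives (exact Poisson p = 4.7e-16 and p = 6.0e-10, overstated because the densest window was chosen). The 21 bars drawn in Fig 4B all met summits between 6004143 and 6839629, a stretch with 55 peaks with a score ≥3 in replicate 1 and 39 in replicate 2. In the 2 replicates, 24 and 11 of these peaks were strong. From this clustering, the paper proposes that Ubx might regulate hth directly, through many binding sites.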

Hth is a known partner of Hox factors, which has been reported to modulate the specificity of Hox factor binding *in vivo* [9], and our data suggest that Ubx might directly regulate *hth* via a large number of binding sites. 

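The window labelled E(spl) in Fig 4C held 29 peaks with a score ≥3 in replicate 1, between 21822528 and 21922528 of 3R (dm3). Replicate 2 had 16 peaks between 21827177 and 21927177, so that only replicate 1 reached 25. The mean was 22.5 ± 9.2 peaks (SD, n = 2). Both numbers exceeded the mean density of their replicate (exact Poisson p = 2.1e-14 and p = 2.6e-08, overstated because the densest window was chosen). When only peaks found in both replicates were counted, 10 were left, the lowest value among the alternatives.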

Another noticeable cluster on 3R is in the *Enhancer of split (E(spl))* complex, which is a genomic cluster of basic helix-loop-helix (bHLH) transcription factors that are involved in Notch signaling and which are regulated by Ubx in haltere [12,54] (Fig 4C).

Chromosome 3R also contained two Ubx binding site clusters with 36 and 26 binding sites per 100kb near the *corto* and *taranis* (*tara*) gene loci (Fig 4C). 

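Near corto, the densest 100 kb held 35 peaks with a score ≥3 in replicate 1 (847480 to 947480 of 3R, dm3) and 19 in replicate 2 (856910 to 956910), on average 27 ± 11.3 (SD, n = 2). Near tara, the numbers were 27 and 24, in windows that started at 12012665 and 12012640, on average 25.5 ± 2.1 (SD, n = 2). The replicates thus lay closer together at tara than at corto. The mean density of each replicate would give 4.59 and 2.67 peaks per 100 kb. Restricting the count to peaks found in both replicates left 13 at corto and 17 at tara. Over the 8 labelled loci on 3R and 2L, the densest window held 28.6 ± 9.1 peaks on average (SD, n = 2), with 35 in replicate 1 and 22.125 in replicate 2.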

Corto and Tara are Polycomb- and Trithorax-interacting proteins, respectively [55–57] and mutant alleles of both genes were shown to enhance the Polycomb/Thritorax mutant phenotypes and affect Hox gene regulation [57,58]. This is particularly interesting, as we observed multiple Ubx binding sites also in the gene loci of many Polycomb and Trithorax complex members (e.g. *trx*, *osa*, *ash2*, *Pc*, *Pcs*, *ph-p* etc.; Fig 5C). In addition, several of the gene loci bound by Ubx are known direct targets of the Polycomb complex, including *elB-noc* locus [59] and *sbb*/*tango8*, which contain a predicted PRE element [60] (see also below).

**Fig 5:**
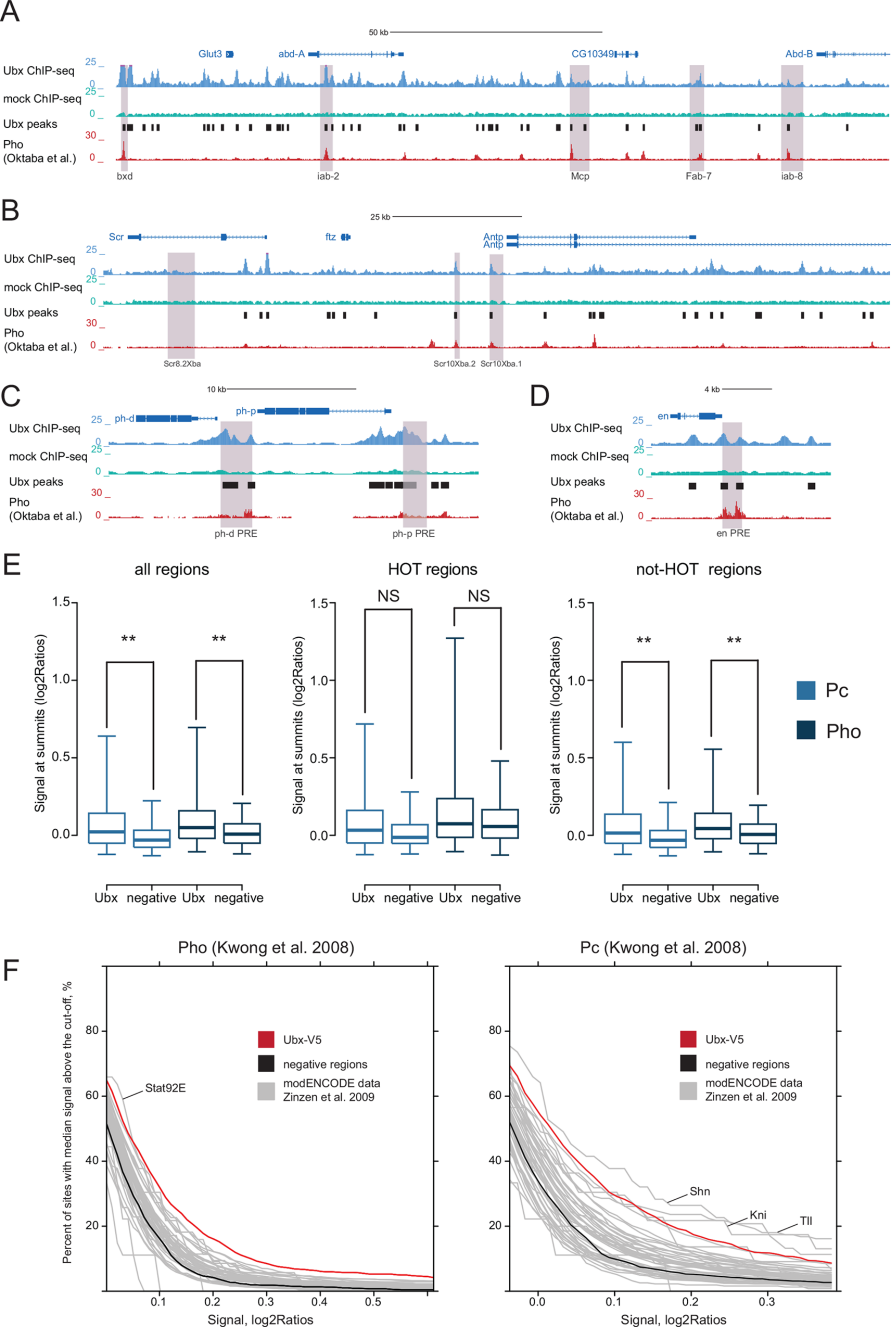
Strong overlap of Ubx and Polycomb complex binding sites in entire embryos. (A-D) UCSC Genome Browser screenshots of Ubx and mock ChIP-seq tracks at known PRE/TRE elements (purple shading) at BX-C, ANTP-C, *en*, *ph-p* and *ph-d*. The coordinates are from [60]. Pho track is from [68]. (E) The box plots show the Pc and Pho ChIP-chip signal (ChIP/input ratio [log2]) [67] at the Ubx peak summits and at control regions. The left panel represents all regions, the middle panel positions that overlap HOT regions and the right panel those that do not overlap HOT regions. NS–not significant; Wicoxon test: **P<10^−20^; equivalent plots for other TFs are in S3 Fig. (F) The plots show the percentage of TFs binding sites that have Pc or Pho signal [67] greater than a given threshold value (X-axis; red line: Ubx, black: control regions and grey: other TFs from [14,24]).

To assess the functional relevance of the Ubx binding sites in such highly targeted genomic loci (HTGLs), we evaluated their enhancer activities in transgenic embryos [22] and compared them to the activities of Ubx-bound regions outside HTGLs. Interestingly, VTs overlapping at least one of the Ubx-binding sites within HTGLs were significantly more often active during embryogenesis than those overlapping Ubx binding sites outside HTGLs (64 out of 78 [82%] vs 177 out of 264 [67%], hypergeometric p = 0.0066).

Our observation that Ubx binds to clustered sites within HTGLs around important developmental regulators and that most of these binding sites correspond to active enhancers is interesting. While multiple closely adjacent binding sites of homeodomain proteins within a single enhancer might assist cooperative interactions between TFs and assure stable interaction with the enhancer DNA [61], the HTGLs reported here correspond to clusters of several individual enhancers, presumably similar to locus control regions (LCRs; [62,63]) or super enhancers [64]. The control of developmental regulators via many densely spaced enhancers that are bound by Ubx is also interesting given that Ubx itself is an important developmental regulator that determines segment identity.

### A putative link between Ubx and Polycomb targeting

Hox factors are among the best-characterized targets of the Polycomb and Trithorax complexes, which function to maintain repressive or active transcriptional states, respectively throughout development [65,66]. In *Drosophila*, they have been reported to act through specialized genomic elements, called Polycomb or Trithorax response elements (PRE/TREs; [65]), and BX-C contains several well-studied PREs [65,66].

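The bxd PRE shaded in Fig 5A was placed at 12589484 to 12591129 of 3R (dm3) by matching the drawn peak bars to the lists, where 37 of 39 bars met a summit, against 18 at the next best place. In replicate 1 it contained the peak with the highest score of the genome (rank 1 of 10879), with its summit at 12589962, a score of 18.31 and a fold enrichment of 9.12. In replicate 2 the peak at the bxd PRE had its summit at 12590017, a score of 12.98 and a fold enrichment of 7.39, which ranked 23 of 12044. By fold enrichment the same peaks ranked 12 and 70. In replicate 2 the strongest peak of BX-C was instead at the iab-2 PRE (12637559, score 21.15, rank 4), which ranked 5 in replicate 1 with a score of 16.90. The strongest peak of BX-C had a mean rank of 2.5 ± 2.1 (SD, n = 2) by score and of 2 by fold enrichment. These means are not ranks of the bxd peak. By score they combine bxd in replicate 1 with iab-2 in replicate 2, and by fold enrichment they are of iab-2 in both (ranks 1 and 3).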

One of the Ubx peaks with highest ChIP enrichment genome-wide co-localized with a known PRE/TRE (genomic coordinates from [60]) near the non-coding gene *bxd* (Fig 5A). Moreover, other well-characterized PREs in Hox loci and near *ph-d*, *ph-p* and *en* [60] also all contained Ubx peaks (Fig 5A–5D).

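The other PREs of BX-C shaded in Fig 5A each contained a peak with a score ≥3 in both replicates. The highest scores in replicates 1 and 2 were 16.90 and 21.15 at iab-2 (12636255 to 12639075 of 3R, dm3), 7.09 and 7.71 at Mcp (12695013 to 12699478), and 7.56 and 5.69 at Fab-7 (12723216 to 12726507). At iab-8 (12744604 to 12749775) they were 4.47 and 3.63, under the threshold for strong peaks. For ANTP-C, all 22 bars of Fig 5B met summits on 3R, against 11 at the next best place. The elements Scr10Xba.2 (2712102 to 2712873) and Scr10Xba.1 (2718854 to 2721362) had strong peaks in both replicates, with scores of 6.63 and 7.45 at the former and 5.53 and 5.22 at the latter. Scr8.2Xba (2656733 to 2661749) overlapped no peak with a score ≥3. The highest scores there were 2.63 in replicate 1 and 1.71 in replicate 2, and the nearest peaks with a score ≥3 had their summits 9843 and 9804 bp away. No mock peak was listed at any of these elements, but the mock lists are short (19 and 94 peaks). Because the panels were placed by Ubx-V5 summits, a peak at a drawn element is not independent evidence of binding there. The edges of the shaded elements are known only to the width of a pixel of the figure. At ph-p, ph-d and en (Fig 5C and 5D), the 7 and 4 drawn bars fitted several places of the genome, so that these elements were not located. The paper reports Ubx peaks at all the known PREs it examined, and turns to genome-wide Pc and Pho data for the association with Polycomb complexes.

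**Figure D3:**
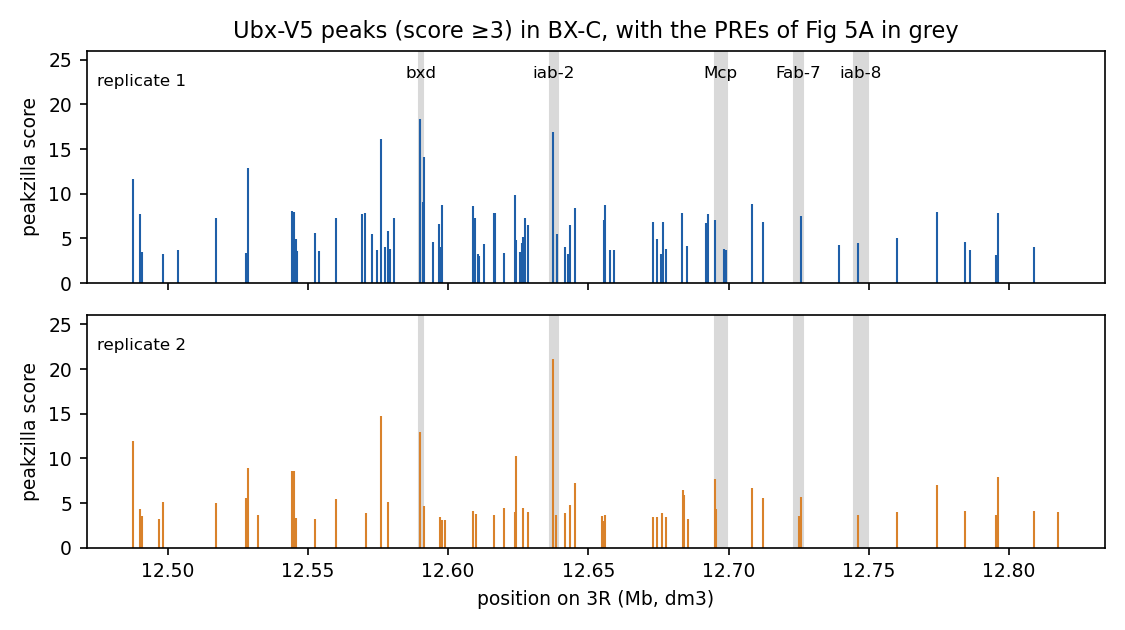
Position on 3R (x axis, Mb of dm3) and peakzilla score (y axis) of the Ubx-V5 peaks with a score ≥3 in the BX-C interval, for replicate 1 (top, blue) and replicate 2 (bottom, orange), with the PREs of Fig 5A as grey bars. The highest peaks lie at bxd (18.31) in replicate 1 and at iab-2 (21.15) in replicate 2.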

Given the small number of *in vivo* validated PRE/TREs, we used genome-wide binding data for Polycomb (Pc) and Pleiohomeotic (Pho) [67] to assess more systematically whether Ubx-bound regions were associated with Polycomb complexes genome-wide. Indeed, the enrichment of Pc and Pho binding was higher at Ubx peaks (score ≥5) than at control regions (Wilcoxon test P<10^−29^) (Fig 5E, left panel). The same was true for Ubx binding sites outside HOT regions (Wilcoxon test P<10^−20^) (Fig 5E, right panel), suggesting that observed association with Pc and Pho was specific to Ubx binding and did not result from general DNA accessibility and protein-DNA association found at HOT regions. Indeed, among 43 different developmental TFs [14,24], Ubx together with Tin, Shn, Kni and Tll had the highest proportion of binding sites overlap with Pc and Pho ChIP signals across a wide range of cut-offs (Fig 5F and S2 Fig). When we directly assessed Pc and Pho ChIP enrichments at binding sites for Ubx and these 43 TFs [14,24], they were higher on average at Ubx binding sites (S3 Fig). The same was true when analyzing independent dataset for Polycomb-associated proteins binding and the Polycomb-associated histone modification H3K27me3 (S2 Fig).

Considering the duality of PRE/TREs, which can switch from activation to repression and our observation that Ubx binding is predictive of active enhancers, we decided to assess the ability of PRE/TREs to enhance expression of a reporter depending on the presence of Ubx. For this we evaluated the activities of VT fragments overlapping 407 PREs (as defined by Pho binding in embryos [68]). Interestingly, 63.4% of Pho-bound VTs (71 out of 112) were active at any stage of embryonic development in comparison to the 46% positive rate for VTs overall (hypergeometric p = 1.4x10^-8^). The percentage of regions acting as enhancers in *Drosophila* embryos increased to 77.5% (31 out of 40) when considering VTs co-bound by Pho and Ubx (score ≥3, summit +/- 250 bp) in contrast to 55.6% (40 out of 72) for VTs bound only by Pho. Such an increase in proportion of positive VTs (63.4% to 77.5%) could happen by chance in less than 1.6% of the cases (hypergeometric p = 0.016).

Moreover, Ubx sites (score ≥3) that overlapped Pho-bound regions [68] were 2.3-fold enriched (p-value<10^−10^) in Pho motifs (GCCATT) [69] unlike Ubx peaks that did not overlap Pho regions (0.8-fold, p-value = 0.001) and even higher than the centers of the broad Pho-bound regions [68] (1.6-fold, p-value = 1.7x10^-7^).

Taken together, these results suggest that Ubx might acts jointly or mutually exclusively with Pc proteins on putative PRE/TRE leading to activation of such genomic regions.

Our ChIP-seq data from entire embryos and different embryonic stages show that Ubx and the Polycomb complex bind to the same genomic regions, suggesting a dynamic interplay between Ubx and Polycomb recruitment. This could occur in parallel or spatially or temporally exclusive domains with different mechanistic implications as we discuss below.

## Discussion

Here we present a *Drosophila melanogaster* strain with a Ubx allele that is tagged at the Ubx C-terminus with a V5 peptide and allowed us to study Ubx binding genome-wide. The tag also contains a biotin-ligase-recognition peptide (BLRP), which should be useful for biochemical approaches, including the biotin/streptavidin-based purification of Ubx containing protein complexes [70,71] and might allow–combined with the targeted expression of biotin ligase (BirA)–to perform tissue-specific ChIP-seq experiments.

We further present a high-quality ChIP-seq dataset that allowed the identification of individual Ubx binding sites genome-wide. These binding sites frequently overlap with active enhancers and Ubx binding is predictive of enhancer activity, especially outside HOT regions. Importantly, Ubx binds extensively to HTGLs, which often overlap the gene loci of developmental regulators and genes that are regulated by the Polycomb complex and the majority of these binding sites are functioning as enhancers during embryogenesis.

Our observation that Ubx binds to known PREs/TREs and that Ubx binding sites also show a significant Pc and Pho ChIP signal is suggestive of a model in which Ubx could be upstream of Pc targeting and involved in mediating or antagonizing Pc and Pho recruitment to their genomic binding sites. The data are consistent with two scenarios: Ubx and Pc/Trx binding might occur predominantly in the same cells and Ubx could be involved in recruiting Pc/Trx to their binding sites. Alternatively, Ubx and Pc/Trx might occur predominantly in mutually exclusive spatial domains or at different stages in the developing embryo and Ubx could potentially counteract Pc binding or functionally antagonize Pc activity [72]. Our data suggest that some genomic regions might have a dual role, functioning as both enhancers (i.e. in activating transcription) and PREs/TREs (i.e. in transcriptional memory), potentially depending on cell type and/or developmental stage.

The first hypothesis is consistent with known Polycomb-dependent Ubx repression by high transient levels of Ubx in haltere [73] and the known repression of *bxd* in Ubx-expressing cells, which involved components of the Trx complex [74]. Our finding that Ubx was bound at *bxd* locus suggests that this repression could be direct and mediated by the Hox factor.

On the other hand, Ubx binding has not been observed at the *Abd-A* and *abd-B* loci in haltere [12], a tissue in which *Abd-A* and *abd-B* are repressed by Pc. Similarly, sites that are bound by Ubx in embryos have high levels of Pc and H3K27me3 in S2 cells (S2 Fig) that do not express Ubx [75]. Therefore, while Ubx could be involved transiently during initial steps of Pc recruitment, it does not seem to be required for repression and Pc might even restrict TF access to these loci [12]. Moreover, as Pc is typically associated with repression, the strong enrichment of active enhancers at Ubx binding sites suggests that Ubx could counteract Pc, potentially through enhancer activation. In other cells, Pc would then bind to and silence the same regions thereby counteracting Ubx function, leading for example to the high levels of H3K27me3 observed in ChIP experiments from entire embryos.

The prediction that Ubx might be involved in specifying or counteracting the recruitment of Polycomb to specific genomic loci is attractive as it links Hox genes, which are involved in the definition of segment identity with Polycomb, which has been implicated in the maintenance of transcriptional regulatory states throughout development. While we find that several TFs co-localize with Pc/Pho binding sites in ChIP from entire embryos (e.g Tin, Shn, Kni and Tll), Ubx had the most prominent effect. Given the attractiveness and potential importance of this link between Hox genes and Polycomb, we would like to share this observation with the broader scientific community.

## Materials and Methods

### Drosophila stocks

Drosophila flies were kept at 25°C on standard food. w^1118^ strain (denoted as mock) was obtained from the Bloomington Stock center.

### Generation of the donor constructs and homologous recombination

The detailed description of P[acman] vector modifications are in [76]. The genomic coordinates of 5’ homology arm: chr3R 12484497–12490226; 3’ homology arm: chr3R 12478739–12484493. The tag included the V5 epitope (see below; in bold), biotin-ligase-recognition-peptide (BLRP) (see below; in italic) separated by PreScission cleavage site (see below; underscored). The DNA sequence of the tag: GCGGCGGCG**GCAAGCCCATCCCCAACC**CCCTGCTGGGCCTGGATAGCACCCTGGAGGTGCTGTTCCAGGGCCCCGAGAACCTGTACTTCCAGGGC*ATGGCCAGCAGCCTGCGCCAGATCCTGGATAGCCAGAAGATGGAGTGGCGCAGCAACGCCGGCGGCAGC*tgaGGTACC. The selection cassette consisted of mini-white gene under hsp70 promoter and GRM enhancer and 2 flanking LoxP sites. The construct was injected into ZH-attP-51D fly strain with the landing site on chr2R [77]. Genetic crosses were done as described in [19]. Positive candidates were confirmed by Southern blot: the restriction enzyme used: XhoI (NEB); 3’ end probe: chr3R 12477423–12478376). The selection cassette removal was done by Cre-mediated recombination [19].

### Embryo collection and ChIP-seq

The Ubx-tagged and w^1118^ flies were kept in large populational cages at 25°C. Embryos were collected for 16 hrs (overnight), dechorionated and frozen. Approximately 1g of frozen embryos was fixed and processed as described [78]. Nuclei were sonicated in 1.5 ml of nuclear lysis buffer [79] with the Tip sonicator (Omni Sonic Ruptor 250 Watt Ultrasonic Homogenizer) for 7 cycles (1 min on [Duty cycle 30%, Output 20%], 1 min off). The average size of sheared fragments was approximately 500 bp. 500 μl of sonicated chromatin was incubated with 25 μl of blocked anti-V5 agarose affinity gel (Sigma, A7345-1ML) and 500 μl of RIPA buffer [79] for 2 hrs at 4°C. The beads were washed as described [79]. A total of 3 ng of material was used for library generation.

### In vivo enhancer activity analysis

All enhancer activity assays are based on transcriptional reporter assays in transgenic embryos available from the Vienna Tile (VT) resource [22] at www.enhancers.starklab.org.

### Deep-sequencing

Sequencing was performed at the CSF NGS Unit (www.csf.ac.at) on an Illumina HiSeq2000 machine. We processed data as single-end sequencing data, compared two independent biological replicates and merged them for the subsequent analyses.

### Reads processing and peak calling

We obtained unique fragments by mapping reads to dm3 genome using bowtie [80], allowing maximum three mismatches. Significantly enriched regions (peaks) were identified using peakzilla [20] with default settings. As a cut-off parameter we used a peak score that takes into account the enrichment and distribution of reads in a peak region [20].

### Data analysis

FDR for ChIP-seq was calculated as (number of peaks in control [WT] ChIP-seq sample/number of peaks in V5 ChIP-seq sample)*100%. We used 1425 negative regions for the analysis that had the same genomic distribution as Ubx peaks (score ≥5). *De novo* motif discovery was done with DREME (-e 0.01) with scrambled or negative regions as background sequences [81]. Motifs enrichments were calculated as in [82]. For analysis in Fig 5E and 5F and S3 Fig we used windowed enrichment ratios (log2Ratios) from studies cited in the text. Either signal at summit positions (Fig 5E) or median signal at the non-HOT peak regions was calculated.

### Data dissemination

The NCBI GEO accession number for the deep sequencing and processed data is GSE64284. All data including tracks in the UCSC genome browser are also available at www.straklab.org.

## Supporting Information

S1 Fig *De novo* motif analysis and clustered Ubx binding sites at the loci of important developmental genes. (A) *De novo* motif recovered in Ubx-bound regions. (B) The number of Ubx peaks per 100 kb on chromosomes 2R, 3L, X and 4 (as in main Fig 4C and 4D). Each 100 kb window starts at a Ubx peak, covering all possible windows that contain at least one Ubx peak. Representative genes for windows containing ≥25 Ubx peaks are indicated.
(EPS) Click here for additional data file.

S2 Fig Association of Polycomb complex with binding sites for developmental transcription factors (TFs). The plots show the percentage of TF binding sites for which the ChIP signal for the indicated Polycomb group protein or the Polycomb-associated histone modification H3K27me3 [68,75,84] is greater than a given threshold value (X-axis; as in main Fig 5F).
(EPS) Click here for additional data file.

S3 Fig Strong association of Pc and Pho with Ubx binding sites. The boxplots show the distributions of Pc and Pho normalized ChIP signal (ChIP/input ratio [log2]) at the binding sites of the indicated transcriptional factors (as in Fig 5E). The binding sites are from [14] and [24] and are restricted to TFs that had Pc and Pho signals significantly higher than control regions. NS–not significant; Wilcoxon test: *P<0.001, **P<10^−5^; #: TF binding sites from [24].
(EPS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

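ChIP-seq with an anti-V5 antibody was performed on embryos (0 to 16 hpf) of the homozygous Ubx-V5 strain and of the non-tagged mock strain, with 2 replicate embryo collections of each. The files analysed here hold the peak lists of the 4 ChIP samples. The 4 input samples have no file of their own. Conditions and replicate numbers were taken from the sample labels and the paper.

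The authors mapped the reads to dm3 with bowtie, kept unique fragments and called peaks with peakzilla, in each ChIP sample separately. The authors gave every peak a peakzilla score, which in the lists equals the difference between ChIP and control signal times a score between 0 and 1 for the distribution of reads. The ChIP and control signal were normalized by the authors with peakzilla, and the scale of the normalization is not stated. The fold enrichment deposited for each peak is the ratio of these signals and is at least 2 in all lists. The authors' false discovery rate of each peak is in percent and was not used to select peaks. The lists number the peaks by score, and some numbers are absent, 8109 of 18988 in Ubx-V5 replicate 1, 5885 of 17929 in Ubx-V5 replicate 2, 32 of 51 in mock replicate 1 and 316 of 410 in mock replicate 2. Few of the absent numbers lie above a score of 3 in the Ubx-V5 lists (2 in replicate 1 and 14 in replicate 2). Read numbers are in none of the lists, and every value of 2 decimals occurs among the control signals between 1 and 2, so the depth of the samples could not be derived and no depth-based interval is given for any signal.

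From the lists, the peaks with a score ≥3 and ≥5 were counted in each sample. The numbers in Ubx-V5 and mock were compared by an exact permutation test (2 samples against 2, smallest p 0.333) and, with the replicate number as a block, by an exact sign-flip test (smallest p 0.5). The empirical FDR followed the formula of the paper. Overlap between replicates needed at least 1 bp and was compared with 1000 uniform placements of the peaks on the arms. Correlations used 100000 permutations. Windows of 100 kb started at each peak, as in the legend of Fig 4C, counted summits, and were merged where windows with 25 or more peaks overlapped. The p-values of intervals and windows are exact upper tails of a Poisson distribution with the mean density of the replicate (scipy.stats.poisson), which takes peaks as independent. Densities refer to 118.8 Mb, the span between the outermost peaks of the arms 2L, 2R, 3L, 3R, 4 and X. Scores inside and outside loci were compared by placing intervals of the same length on the same arms 1000 times.

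No reference genome of the build came with the files. The BX-C interval was therefore measured from the stop codon of Ubx, between the homology arms whose coordinates the paper gives, and the ANTP-C interval was taken as the densest 350 kb in the part of 3R where Fig 4C marks it. Loci labelled in Fig 4C and 4D were recognised by their position. After the files had arrived, a step was added that places the browser panels of the paper on dm3. The black peak bars of 14 panels were matched to the summits of both Ubx-V5 lists (score of 2 or more) on all arms. A placement was used when at least 90% of the bars met a summit and the next best place matched at most 80%, which held for 8 panels. Enhancers, PREs and genes were then read from their coloured pixels. The tables list peaks up to 1 pixel outside an element, and the text counts a peak as overlapping only when it overlaps the element itself. In Fig 4A the drawn Ubx gene begins at 12482248, within 3 kb of the stop codon known from the homology arms. Positions are given as in the lists. The distribution of peaks over genomic features and the motif search need the genome sequence and its annotation and were not run.

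By a rule set before the files arrived, the text names the loci that the paper names and whose position can be taken from it, the 10 pairs of overlapping Ubx-V5 peaks with the highest mean score, and every mock peak with a score ≥3.

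The scripts were tested on simulated data. All 200 of 200 planted loci were found with no false locus, all 40000 simulated peaks were assigned the right overlap, and 10 of 10 simulated panels were placed at their position. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and Pillow 12.0.0 were used. The alternatives were leaving out each replicate, the replicate block, peaks found in both replicates, both lists combined, the 5282 (or 1479) highest-scoring peaks of each replicate, summits less than 500 bp apart counted once, other overlap rules, other window thresholds, fold enrichment in place of the score, and only the chromosome arms.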

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

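Ubx-V5 peaks with a score ≥3 also lay on heterochromatic scaffolds, which the paper does not discuss. They numbered 12, of which 3 were in replicate 1 and 9 in replicate 2, against 1 peak with a score ≥3 in mock. The strongest of replicate 2 lay on 2RHet at 3199305 (score 5.52), and its counterpart in replicate 1, at 3199295, had a score of 4.08. The strongest of replicate 1 lay on 3LHet at 207197 (score 4.29), 394331 bp from the nearest peak of replicate 2. A technical explanation is enrichment at repeats that does not need the tag. It predicted, before the distances were computed, that at least 50% of these peaks would have a mock peak within 1 kb. The result was 0% (0 of 12, 95% Wilson confidence interval 0 to 24.2). The mock lists are short (19 and 94 peaks), and on the arms only 0.905% of such Ubx-V5 peaks had a mock peak within 1 kb. The prediction could thus hardly be met, and its failure does not argue against this explanation. Of the 12 peaks, 7 overlapped a listed peak of the other replicate. The mock list of replicate 2 had 32 of its 94 peaks on scaffolds, but at other places. Reads that fit several repeat copies were not testable from peak lists, so that the pattern cannot be told apart from a mapping effect. The design gives no biological explanation to test.

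Among the 10 pairs of peaks with the highest mean score over both replicates, 5 lay outside every locus with 25 or more peaks and outside every place located from the paper. Their mean scores were 19.8 (2L, summits 12011944 and 12011950), 16.59 (3R, 8475388 and 8475384), 16.4 (2L, 8825456 and 8825445), 16.2 (2L, 12011050 and 12011014) and 15.6 (2L, 5461376 and 5461334). All are above the highest mock score of 3.39. The mock peaks are narrower, however, and the scores may not be comparable, so this does not set the sites apart from mock. Without an annotation of dm3 they were not assigned to genes, and the paper may discuss some of them under a gene name. Enrichment without the tag was examined by the distance to the nearest mock peak of either replicate. This was 40112 bp for the sites near 12011050 on 2L, 221971 bp for the site on 3R and 1982875 bp for the site at 5461376. At 8825456 on 2L a mock peak lay 217 bp away, so that enrichment without the tag remains an explanation for that site. A low control signal, which would inflate the ratio, was examined by the percentile of the control signal among the listed peaks of the replicate. The lower of the percentiles was 40.2 near 12011944, 66.0 on 3R, 63.3 at 8825456 and 59.2 at 5461376, none of them under 5. The predictions for these sites were written after the positions of the peaks and mock peaks had been seen. No biological explanation was tested.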

How the results depend on the processing

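The alternatives were set before the files arrived, except those named here as chosen later. Of the 76 rows for headline results, 57 were unchanged by the rules applied (a count within 1.5 times, a value within 1 SD, a test on the same side of 0.05), 17 moved, 2 became stronger and none was reversed. Unchanged under every alternative run were the number of peaks with a score ≥3, the FDR at a score ≥5 and the correlation of scores. The same held for the ANTP-C counts at both thresholds, the BX-C count at a score ≥3 and the rank of the strongest BX-C peak. For the rank, leaving out a replicate could not give another outcome, since each of 2 values lies within 1 SD of their mean. For the FDR at a score ≥5, only alternatives set before the files arrived were run. The replicate block left the difference at 4317 peaks (score ≥3) and 1204 peaks (score ≥5), as the balanced design fixes, and its FDR was 0.0157% in place of 0.0116%.

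The number of loci with 25 or more peaks was the least stable result. Its main value of 11 ranged from 3 to 19 across the fits that each left out 1 replicate. It was 1 with only peaks found in both replicates, 3 with both lists combined, 7 with summits less than 500 bp apart counted once, 25 and 4 with thresholds of 20 and 30 peaks, and 42 for strong peaks with a threshold of 7. It was 3.5 with replicate 1 scores scaled to the peak width of replicate 2, an alternative chosen after seeing the data. These alternatives change which lists or peaks are counted, how peaks near each other are counted, or how many peaks a window needs. With equal numbers of peaks (the 5282 highest-scoring of each replicate) or greedy windows it stayed within 1.5 times, at 13.5 and 11.

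With only peaks found in both replicates, the 8 labelled loci held 16.25 peaks in their densest window in place of 28.6, and BX-C 17 strong peaks in place of 33.5. Leaving out 1 replicate gave 649 to 1759 for the difference in strong peaks and 22 to 45 for strong peaks in BX-C. When any listed peak counted as a match, 79.2% of peaks were found in the other replicate in place of 54.0%. By the rule applied (within 1 SD, which was 0.0222%), the FDR at a score ≥3 was unchanged under the alternatives set in advance. This SD is larger than the value of 0.0116% itself, and the FDR ranged from 0% to 0.0314% across these alternatives. Under those chosen after seeing the data it was 0.493% for all listed peaks, 1.31% with mock scores scaled to the Ubx-V5 peak width, and 0.324% with mock ranks absent near the threshold counted as peaks. The difference in median score between peaks inside and outside loci was 0.72 (p = 0.076, the larger permutation p of the 2 replicates). It was 0.98 and passed 0.05 with all listed peaks (permutation p = 0.0080). The loci were chosen for their number of peaks with a score ≥3, which by itself raises the median of all listed peaks inside them. The intervals placed at random were not chosen in this way. This alternative thus adds no support, although the rules applied counted it as stronger. Across the fits that each left out 1 replicate, the difference in median score was 0.70 to 0.74. With fold enrichment in place of the score, the difference in medians was 0.30 and did not pass 0.05 (larger permutation p = 0.128).

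Of 137 other rows, 90 were unchanged and 47 moved, 34 of them numbers of loci per arm. The feature distribution and motif enrichment were not run, with their alternatives, because they need a dm3 genome and annotation. Since the depth of the libraries is unknown, whether it limits replicate 2 could not be examined.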

Differences from the paper's values

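The paper reports 5 mock peaks with a score ≥3, from merged replicates. The mock lists held 0 and 1, on average 0.5. None of the alternatives set before the files arrived closed the gap, with 1 peak without replicate 1, 0 without replicate 2 and 0 on the chromosome arms only. The list of mock replicate 2 lacks the ranks between the scores 3.39 and 2.58, so between 1 and 28 called peaks could have had a score ≥3. This range includes the paper's 5.

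The FDR at a score ≥3 is 0.10% in the paper and was 0.0116% here. It stayed apart from the paper's value under each alternative set before the files arrived, at 0.0157% with the replicate block, 0.0314% without replicate 1, and 0% without replicate 2, on the chromosome arms only and for peaks found in both replicates. The alternatives chosen after seeing the data lay above the paper's value, from 0.324% to 1.31%. Of these, 0.324% is an upper limit, as it counts all 28 mock peaks that could have had a score ≥3. With between 1 and 28 such peaks, the FDR lies between 0.0116% and 0.324%, a range that includes the paper's 0.10%. For a score ≥5, the paper gives an FDR of 0.07% beside no mock peak. The value here was 0% in the main setting and in every alternative set before the files arrived. No mock peak reached a score of 5 here either, so the number of mock peaks does not differ from the paper's. The alternatives chosen after seeing the data were run at a score ≥3 only.

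On 3R, the paper counts 6 windows with 25 or more peaks, and the mean of the replicates here was 3 loci. The number came within 1.5 times the paper's without replicate 2 (5 loci), with the 5282 highest-scoring peaks of each replicate (5.5 loci) and with a threshold of 20 peaks (7.5 loci). It did not without replicate 1 (1 locus), with only peaks found in both replicates (0 loci), with both lists combined (2 loci), with summits less than 500 bp apart counted once (3 loci), with greedy windows (3 loci), with a threshold of 30 peaks (1.5 loci) or with strong peaks and a threshold of 7 (12 loci).

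Fig 4C labels ANTP-C among the windows with 25 or more peaks (about 25, read by eye), and neither replicate reached 25 there, with 24 and 22 peaks. The 5282 highest-scoring peaks of each replicate gave 25.5 on average, which reaches 25. Fig 4D labels brat as such a window (about 26, read by eye), and replicate 2 had no more than 12 peaks in a 100 kb window there, against 34 in replicate 1 and a mean of 23. The 5282 highest-scoring peaks of each replicate gave 28 on average, which also reaches 25. The paper has its only windows on 2L at elB-noc and brat and a single cluster on 2R. Replicate 1 had 6 loci on 2L and 4 on 2R, and replicate 2 had 1 on each. The paper also names clusters on 3L, where replicate 1 had 4 loci and replicate 2 had 0. With the 5282 highest-scoring peaks of each replicate, replicates 1 and 2 had 4 and 2 loci on 2L, 2 and 3 on 2R, and 4 and 1 on 3L. The paper states that the PREs it examined in the Hox loci all contained Ubx peaks, and Scr8.2Xba, as drawn in Fig 5B, overlapped no peak with a score ≥3 in either replicate, with highest scores of 2.63 and 1.71.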

Other observations

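The 10 pairs of overlapping Ubx-V5 peaks with the highest mean score lay on 2L, 2R and 3R. The first was on 2R (9472014 in replicate 1 and 9472066 in replicate 2, mean score 20.8 ± 6.9, SD, n = 2). In BX-C were the pairs at 12637559 (19.0 ± 3.0) and at 12589962 and 12590017 (15.6 ± 3.8), and in the ANTP-C interval the pair at 2863152 and 2863130 (19.0 ± 2.1). The pair in the ANTP-C interval lay past the drawn end of Antp (2824975), on the side away from the Scr elements of Fig 5B. It may therefore lie outside the paper's ANTP-C. Another pair on 2R was at 9451517 and 9451569 (17.4 ± 6.4). The remaining 5 pairs are given among the flagged results.

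Replicate 1 of Ubx-V5 had 1.71 times as many peaks with a score ≥3 as replicate 2, although replicate 2 had more listed peaks. A candidate explanation is the peak width, 432 bp against 328 bp, if the score sums signal over the peak. Before the test it was predicted that scaling the scores of replicate 1 by the ratio of the widths would bring the ratio of the numbers under 1.2. The scaled list had 3106 peaks with a score ≥3, or 0.976 times those of replicate 2, which met the prediction. Lower scores leave fewer peaks past a threshold whatever caused the excess, so this result does not single out the width. A difference in sequencing depth cannot be excluded, since 100% of the possible values of 2 decimals occur among the control signals between 1 and 2 and show no steps from which the depth could be read (a prediction made after the values had been seen). No biological explanation was tested, as both replicates are of the same strain and age. The number of loci followed the number of peaks. With the 5282 highest-scoring peaks of each replicate, the ratio of the numbers of loci was 1.25 (15 against 12) in place of 19 against 3, a prediction written after a similar count had been seen.

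The mock lists had narrower peaks (72 bp) than the Ubx-V5 lists, and the same score may therefore be harder to reach in mock. Per bp of peak width, the control signal in mock was 1.28 and 1.32 times that in Ubx-V5 of the same replicate, on average 1.30, which lies within the limits (0.67 to 1.5) under which width would be expected to scale the score. The medians had been seen when this prediction was written. Scaled to the width of the Ubx-V5 peaks, all 19 and 94 mock peaks would pass a score of 3, for an FDR of 1.31%. For the listed mock peaks this is an upper estimate, as a peak with signal in 72 bp need not have it over 432 bp. It leaves out the called mock peaks that are absent from the lists. In the mock list of replicate 2, the peak at rank 1 (score 3.39) is followed by rank 29 (score 2.58), so that between 1 and 28 called peaks had a score ≥3 before the list was made.

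The mock peaks were not spread evenly. Of the 79 mock peaks on chromosome arms, 37 (46.8%) lay within 1 kb of a Ubx-V5 peak with a score ≥3, 6 of 17 in replicate 1 and 31 of 62 in replicate 2. In 1000 uniform placements of the mock peaks, 7.07 did on average and 15 at most (permutation p = 0.001, the smallest possible), so that chance positions do not account for it. The Ubx-V5 peaks near a mock peak had a median score of 5.07, against 4.03 for the others. Of the 10 strongest pairs of Ubx-V5 peaks, 20% had a mock peak within 1 kb, among them the highest on 2R at a distance of 122 bp. A small amount of Ubx-V5 material in the mock libraries might give this pattern, but so might regions that are enriched in any ChIP library, and the lists cannot tell these apart. Both predictions were written after the first such pair had been seen. Removing the 78 Ubx-V5 peaks with a mock peak within 1 kb would take 0.905% of the Ubx-V5 peaks on the arms.

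The X chromosome had fewer peaks with a score ≥3 per Mb than the large autosomal arms, 32.7 against 49.3 in replicate 1 and 14.4 against 29.7 in replicate 2, a ratio of 0.573 on average. The score is a difference of signals, so a chromosome present in fewer copies gets lower scores. If male and female embryos were both collected, X would have fewer copies per embryo than the autosomes, a point the sample labels do not give. The median control signal of listed peaks on X was 0.779 and 0.806 times that on the autosomal arms. It was predicted before the test that dividing the X scores by this ratio would bring X to at least 0.9 times the autosomal density, and it reached 0.994 on average (1.06 and 0.928). By fold enrichment of 3 or more, which does not depend on copy number, the ratio was 1.06 in replicate 1 and 0.999 in replicate 2. The lower density on X is therefore consistent with copy number and the threshold on the score, and no other explanation was tested.

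Peaks inside loci with 25 or more peaks had higher scores than peaks outside, with medians of 4.87 against 4.13 in replicate 1 and 4.50 against 3.81 in replicate 2. Against intervals placed at random on the same arms, the difference had a permutation p of 0.0060 in replicate 1 and 0.0759 in replicate 2, so that chance positions are not excluded in replicate 2, which has only 3 loci. With summits less than 500 bp apart counted once, the mean difference was 1.13 times as large. It was 0.73 in place of 0.74 in replicate 1 and 0.89 in place of 0.695 in replicate 2. The highest-scoring peak of each group was kept, which may itself raise scores where peaks are dense. Splitting of broad enrichments into adjacent peaks is therefore not excluded. Both predictions were made before the test. The higher scores in dense loci remain a hypothesis.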
